A study of Homo sapiens with 4 samples.

How the data were processed

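Gene expression was measured by RNA sequencing in 4 cultures of cardiomyocytes derived from WTC-11, an established human induced pluripotent stem cell line. The cells had matured for 35 days before infection at a multiplicity of infection (MOI) of 400 with an adenovirus that carried either GFP, the control, or MYH7b_sp. Per the labels, RNA was extracted with Trizol and selected for poly-A tails, and each virus had 2 cultures. The labels do not say what "sp" stands for. Each library was assigned to its virus and replicate number from its title, and each column of the expression table was matched to a library by the description in its label.

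The expression table holds TPM, a transcript abundance normalized to length and library total, for 60234 genes, computed by the authors; each column sums to 1000000, and the tool, the genome build and the annotation are not stated per the labels or the file headers. TPM divides reads by transcript length and by the library's own total, so it keeps no read depth, and a class of RNA that takes a large share in 1 library lowers every other gene there. The depth of each library is therefore unknown, and no counting interval was computed.

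The second file is the authors' deposited table of the comparison between the viruses, for 26171 genes. Per the file headers it gives a log2 fold change with a standard error, a test statistic (used here as a score), a p-value and an adjusted p-value; per the name of the deposited table the log2 fold changes are shrunken. It also holds a mean normalized count per gene over all libraries, treated here as a signal per gene with no value for single libraries, as deposited by the authors. Of these genes, 19575 have an adjusted p-value, and the 6596 without one were left out of counts of calls. The smallest mean normalized count among genes with an adjusted p-value was 10.4. The tool and model behind this table are not stated per the labels or the file headers, and its direction was checked against the TPM table.

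The following choices were made before the data were examined, except where stated. Genes with a mean TPM of at least 1 over the 4 libraries were tested (18031 genes). The test was limma (version 3.58.1, R version 4.3.3; lmFit, then eBayes with a trend) on log2(TPM + 1), with the virus as the only term and Benjamini-Hochberg adjustment at a threshold of 0.05, two-sided. The pseudocount of 1 understates the change of low genes. Single values were compared with an exact two-sided permutation test. With 2 libraries against 2 the smallest p-value such a test can give is 0.333. The gene lists were tested with camera at an inter-gene correlation of 0.01, adjusted over the 8 lists, with fry as a second test. The 8 lists of cardiac, stress and cell-state genes hold 151 entries, of which 139 were tested.

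The genes named were fixed by rule: MYH7B, MYH6, MYH7 and TEAD3; the 5 genes with the largest rise and the 5 with the largest fall among those past the threshold whose groups do not overlap; and, in each list, up to 5 members with the smallest p-values among those past 0.05 adjusted over the list alone. Where fewer than 5 passed in a direction, genes of the deposited table were to be added; this was not needed.

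The other settings tried were a pseudocount of 0.1, no filter on low values, a minimum mean TPM of 5, scaling by median-of-ratios size factors, rescaling without MYH7B and the mitochondrially encoded genes, quantile normalization, eBayes without trend, the replicate number as a block, and leaving out each library. The additions chosen after seeing the data were scaling to the protein-coding total, median-of-ratios scaling of protein-coding genes only, and median-of-ratios scaling with the block. "Scaled TPM" below means TPM divided by the median-of-ratios size factor.

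Gene types, positions and transcript lengths were taken from GENCODE release 29 (GRCh38), matched on the Ensembl identifier without its version: 58072 identifiers matched and 2162 did not. The authors' build is not stated, so positions are those of GENCODE 29. Reads shared between near-identical genes (HSPA1A and HSPA1B, HSPA6 and HSPA7, MYH6 and MYH7) could have been split by the authors' counting, which makes the level of each member uncertain.

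The fit was tested on simulated data built from the means and spread of 18031 real genes, with 200 genes changed. With a true log2 change of 2 and no dilution, 68% of the changed genes passed the threshold and 8 unchanged genes did. With the fourth library diluted as MYH7b_sp replicate 2 was, 0% passed on unscaled values and 60.5% passed after median-of-ratios scaling. In these fits 18 and 5 unchanged genes were called, so every call on unscaled values was false. With a true log2 change of 4 the recovery was 98.5% and 96.5%, with 42 and 10 unchanged genes called. The dilution moved the median of the unchanged genes by -0.50 on the log2 scale for both sizes of change.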

Results

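The series compared cardiomyocytes infected with an adenovirus carrying MYH7b_sp with cardiomyocytes infected with a GFP adenovirus. MYH7B is a myosin heavy chain gene, and the series title describes its RNA as a regulatory long noncoding RNA in the human heart. The comparison asks which transcripts differ when this construct is expressed. There were 2 libraries per virus. Between 26867 and 33677 genes had a TPM above 0, and between 15225 and 18928 had a TPM of at least 1. Both lower ends came from MYH7b_sp replicate 2. The mean normalized counts in the authors' deposited table summed to 24447889 over its genes, with a median of 92.8 per gene.

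The libraries differed in composition. Protein-coding genes took 87.8% of TPM in GFP replicate 1, GFP replicate 2 and MYH7b_sp replicate 1, and 36% in MYH7b_sp replicate 2. Genes annotated as ribosomal RNA took 0.0835%, 1.08% and 1.44% in the first 3 libraries and 41.6% in MYH7b_sp replicate 2. The 5.8S gene RNA5-8SN2 alone stood at 297516 TPM there, against 668 in GFP replicate 1, 8913 in GFP replicate 2 and 12270 in MYH7b_sp replicate 1. Together with RNA5S1, FP671120.7 and AD000090.1, RNA5-8SN2 took 55.7% of TPM in that library, against 0.337% to 2.25% in the others. A share of TPM is not a share of reads, since TPM divides by transcript length. The mean normalized counts of RNA5-8SN2, RNA5S1, FP671120.7 and AD000090.1 over all libraries were 81146, 18028, 701041 and 103074, of a total of 24447889. The median-of-ratios size factor was 0.524 for MYH7b_sp replicate 2 and 1.19 to 1.30 for the other libraries. On deposited TPM this moved the median log2 fold change of all tested genes to -0.47, against -0.01 after scaling, so changes on deposited TPM are read against that shift.

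**Figure D1:**
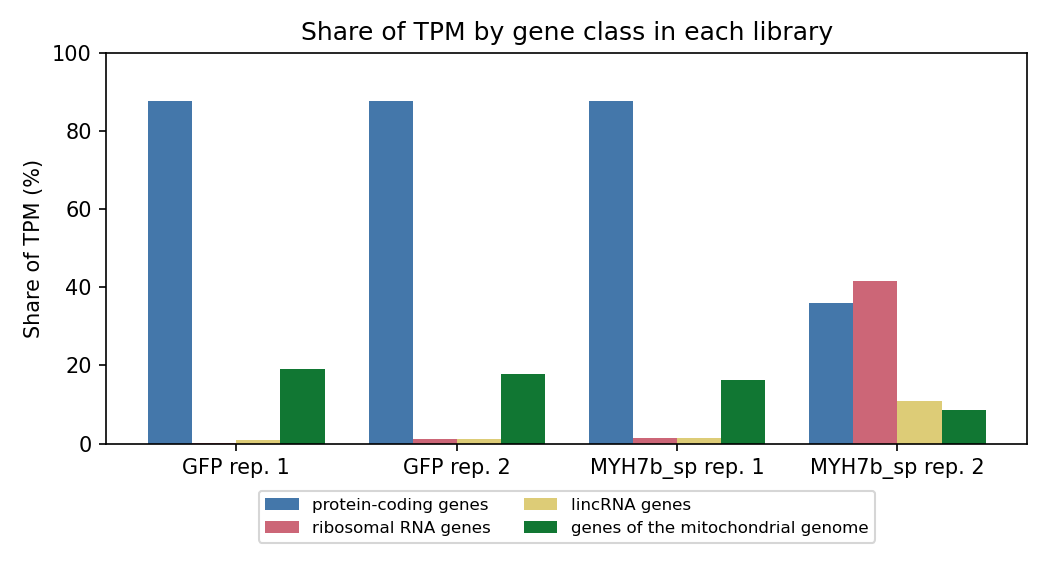
Share of TPM (%) taken by protein-coding, ribosomal RNA, lincRNA and mitochondrially encoded genes in each of the 4 libraries; the bars are single-library values, and mitochondrially encoded genes include protein-coding ones, so classes overlap. Ribosomal RNA genes took 41.6% of TPM in MYH7b_sp replicate 2 and at most 1.44% in the other libraries.

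How close the libraries lay depended on the measure. Across 4892 protein-coding genes with a mean normalized count of at least 1000 in the authors' deposited table, the SD of the log2 ratio of scaled TPM was 0.45 between the 2 GFP libraries and 0.27 between the 2 MYH7b_sp libraries. Counting error at those mean counts, which are pooled over the libraries, would give about 0.05. The depth of single libraries is unknown, so that value is a rough guide only. It does not decide whether a pair was 1 library deposited more than once, though neither pair held identical values. Between libraries of different viruses the SD ranged from 0.46 to 0.60. Over all 18031 tested genes the Pearson correlation of log2 scaled TPM across genes ranked the pairs otherwise. It was 0.940 for the GFP pair, the highest of the pairs, 0.920 for the MYH7b_sp pair, and 0.889 to 0.935 between libraries of different viruses. Genes are not independent replicates.

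MYH7B (ENSG00000078814.16, chromosome 20, 34975403 to 35002437, plus strand, protein-coding) was examined first as a check of the labels. It stood at 34.8 ± 22.6 TPM (SD, n = 2) with the GFP virus and 1426 ± 873 TPM (SD, n = 2) with the MYH7b_sp virus. The exact two-sided permutation test gave p = 0.333, the smallest value that 2 libraries against 2 allow. In limma the log2 fold change on log2(TPM + 1) was 5.33 with a standard error of 0.96 and an adjusted p-value of 4.5e-05. On deposited TPM the fit pooled the spread across genes: without trend, MYH7B, MYH6 and TEAD3 all had a standard error of 0.749. Standard errors and adjusted p-values in this fit therefore do not reflect the replicate spread of single genes. After median-of-ratios scaling MYH7B stood at 28.5 ± 18.1 and 1556 ± 17.9 scaled TPM (SD, n = 2) in the groups, a 54.5-fold difference. The log2 fold change was then 5.87 (standard error 0.45), and the adjusted p-value in limma rose to 0.098. The authors' deposited table gave a shrunken log2 fold change of 3.73 with an adjusted p-value of 9.04e-44. The files do not separate transcripts of the virus from those of the cells' own gene.

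On deposited TPM, 75 of 18031 genes passed an adjusted p-value of 0.05 in limma, 40 higher and 35 lower with the MYH7b_sp virus. These calls rest on a spread pooled across genes and not on the replicate spread of each gene. At an unadjusted p under 0.05 there were 671 genes. Only 13 of the 75 were protein-coding, 3 higher and 10 lower. For 57 of them the longest annotated transcript was under 200 nucleotides, and 36 were listed at 0 in both libraries of a group. Of the 75 genes, 44 had no adjusted p-value in the authors' deposited table and 20 passed 0.05 there. At the same threshold no gene passed after median-of-ratios scaling (smallest adjusted p-value 0.098), while 2336 genes had an unadjusted p under 0.05. When the scaled fit was restricted to protein-coding genes, a setting chosen after seeing the data, 98 of 13435 genes passed, 67 higher and 31 lower. Of these 98 genes, 12 were among the 75, and 98 also passed 0.05 in the same direction in the authors' deposited table.

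The authors' deposited table listed 799 genes at an adjusted p-value under 0.05, 438 higher and 361 lower with the MYH7b_sp virus. Of these, 334 had a shrunken log2 fold change of at least 1 in either direction, 210 higher and 124 lower. Across 16361 genes with values in both, the deposited fold changes and those from TPM had a Spearman rho of 0.965 and the same sign in 73.1% of genes. After scaling, rho was 0.982 and 94.9% of genes had the same sign. Both sets of values come from the same libraries and genes are not independent replicates, so this compares processing only.

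The largest rises and falls past the threshold on deposited TPM were dominated by short RNAs and heat shock genes. After MYH7B, the rises were RNA5SP440, RNA5S1, RNU2-2P and RNA5-8SN2, with log2 fold changes from 4.63 to 5.19 in limma. The standard errors of these 4 were 0.76 to 0.94 on deposited TPM and 2.22 to 2.52 after scaling. After scaling their adjusted p-values in limma were 0.412 to 0.434. Single libraries moved all 4: without MYH7b_sp replicate 2 the log2 fold changes were 1.98 to 3.41, and without GFP replicate 1 they were 1.54 to 3.12. For RNA5S1 the libraries stood at 156, 1843, 2118 and 118725 TPM in the order GFP replicates 1 and 2, then MYH7b_sp replicates 1 and 2. RNU2-2P was listed at 0 in GFP replicate 1. None of the 4 passed 0.05 in the authors' deposited table, where their adjusted p-values ranged from 0.078 to 0.65.

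Among the falls, HSPA6 (ENSG00000173110.8, chromosome 1, 161524540 to 161526910, plus strand), an inducible heat shock gene, stood at 589 and 2589 TPM in the GFP libraries and 1.05 and 0.930 TPM in the MYH7b_sp libraries. Its log2 fold change in limma was -9.28 (standard error 0.93, adjusted p-value 3.02e-19) on deposited TPM and -8.83 (standard error 0.73, adjusted p-value 0.098) after scaling. HSPA7, a near-identical pseudogene on the same chromosome, fell by 5.46, and the reads of the pair could have been split between them. AL671762.1, which fell by 6.36, overlaps HSPA1B on chromosome 6 on the same strand. MT-TV and RNU7-49P were listed at 0 in both MYH7b_sp libraries. In the authors' deposited table these 2 genes had mean normalized counts of 3.91 and 2.04, so they rest on few reads.

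The 2 main cardiac myosin heavy chains are adjacent on chromosome 14. MYH6 (23381990 to 23408277) stood at 758 ± 23.6 scaled TPM (SD, n = 2) with the GFP virus and 802 ± 147 (SD, n = 2) with the MYH7b_sp virus. MYH7 (23412738 to 23435718) stood at 298 ± 79.7 and 209 ± 9.89 scaled TPM (SD, n = 2). In limma on deposited TPM the log2 fold changes of MYH6 and MYH7 were -0.48 and -1.03, with an adjusted p-value of 0.955 for both; after scaling they were 0.07 and -0.48, with adjusted p-values of 0.888 and 0.44. On deposited TPM the value of MYH6 thus lay at the median of all tested genes (-0.47), and its change of sign after scaling follows from that shift. Without MYH7b_sp replicate 2 the log2 fold changes on deposited TPM were -0.01 for MYH6 and -0.42 for MYH7. The authors' deposited table gave 0.03 and -0.46, with adjusted p-values of 0.968 and 0.263. The share of MYH7 in the sum of MYH6 and MYH7, a ratio within each library that total scaling leaves as it is, was 28.0% ± 4.81 (SD, n = 2) with the GFP virus and 20.9% ± 2.26 (SD, n = 2) with the MYH7b_sp virus. The GFP libraries stood at 31.4% and 24.6% and the MYH7b_sp libraries at 22.5% and 19.3%. Without GFP replicate 1 the difference between the groups was -3.71 percentage points, against -7.11 with all libraries. The groups did not overlap, and the exact two-sided permutation test gave p = 0.333, the smallest this design allows.

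TEAD3 (chromosome 6, 35473597 to 35497076, minus strand), a TEA domain transcription factor gene, stood at 56.7 ± 6.02 scaled TPM with the GFP virus and 69.1 ± 0.292 with the MYH7b_sp virus (SD, n = 2). Its log2 fold change in limma was -0.26 on deposited TPM (adjusted p-value 0.96) and 0.28 after scaling (adjusted p-value 0.511). The value on deposited TPM lay above the median of all tested genes (-0.47), and the change of sign follows from that shift; without MYH7b_sp replicate 2 it was 0.39. In the authors' deposited table it was 0.21 with an adjusted p-value of 0.72.

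**Figure D2:**
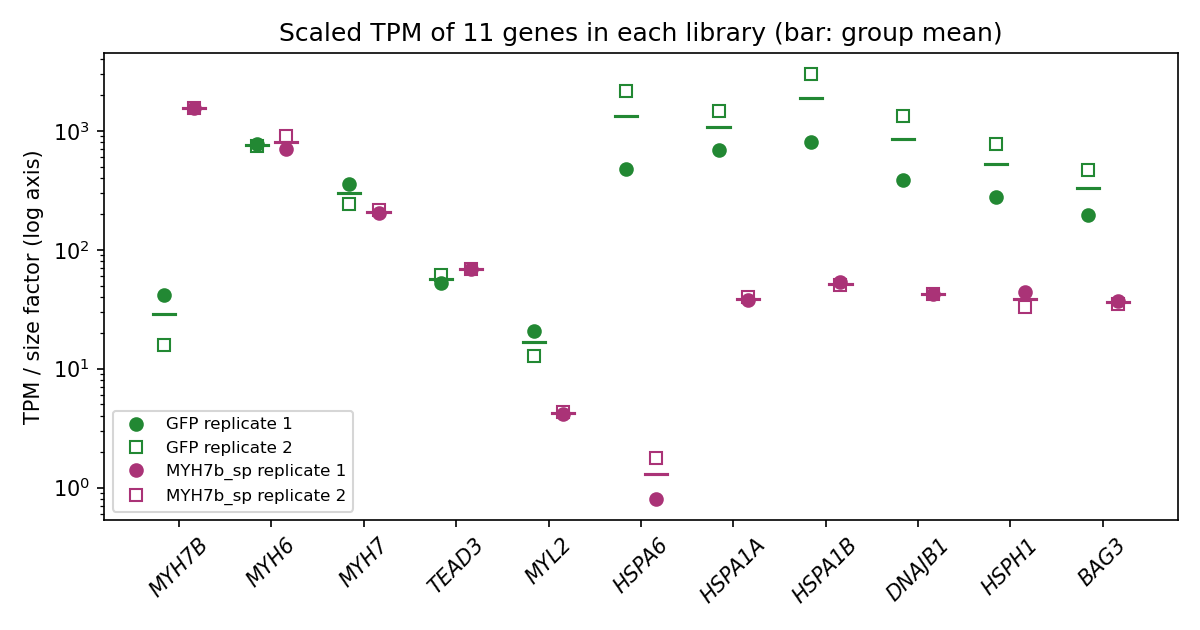
TPM divided by the library's size factor (log axis) for 11 genes in each library, with GFP in green and MYH7b_sp in purple; symbols are single libraries and bars are means of 2. MYH7B stood at 15.7 and 41.3 with the GFP virus and at 1543 and 1569 with the MYH7b_sp virus, and the 6 heat shock genes on the right were lower in both MYH7b_sp libraries than in either GFP library.

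Of the 8 gene lists, the heat shock and unfolded protein response list (20 genes) moved most. Its median log2 fold change was -1.65 on deposited TPM and -1.11 after scaling, with adjusted camera p-values of 1.5e-16 and 9.35e-08 and 17 of 20 members lower after scaling; without MYH7b_sp replicate 2 the median was -1.03 on deposited TPM. In limma, 9 members passed 0.05 adjusted over the list alone and 5 over all genes tested; after scaling 10 passed over the list alone. The 5 with the smallest p-values were HSPA1B, HSPA1A, DNAJB1, HSPH1 and BAG3. HSPA1A (chromosome 6, 31815464 to 31817946) stood at 1080 ± 557 scaled TPM with the GFP virus and 38.7 ± 1.52 with the MYH7b_sp virus (SD, n = 2), 27.9-fold lower. The difference was 36.6-fold for HSPA1B, 20.2-fold for DNAJB1, 13.5-fold for HSPH1 and 9.24-fold for BAG3. These folds lean on GFP replicate 2, where the 4 genes stood at 2992, 1335, 768 and 469 scaled TPM. In GFP replicate 1 they stood at 811, 386, 275 and 197, so the differences from that library alone are smaller. In the authors' deposited table all 5 were lower, with adjusted p-values from 8.1e-46 for HSPA1A to 8.24e-06 for DNAJB1.

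The sarcomere, calcium, cell cycle and extracellular matrix lists were also lower by camera on deposited TPM. The median log2 fold change of the sarcomere list (23 genes) was -0.94 (adjusted p-value 0.0313), that of the calcium handling and ion channel list (19 genes) -0.85 (adjusted p-value 0.0476), that of the cell cycle list (20 genes) -0.98 (adjusted p-value 0.0191) and that of the extracellular matrix list (20 genes) -0.98 (adjusted p-value 0.0228). After scaling their medians were -0.40, -0.35, -0.56 and -0.44, with adjusted camera p-values of 0.000214, 0.00954, 0.00134 and 0.00134. Without MYH7b_sp replicate 2 the medians on deposited TPM were -0.27, -0.19, -0.32 and -0.44. No member of these 4 lists passed 0.05 over its list alone on deposited TPM, and 8 extracellular matrix genes did after scaling. The 8 were not split by direction, and of the 20 members of that list 15 were lower and 5 higher after scaling. In the myosin and TEAD list (11 genes; median -0.84, adjusted camera p-value 0.893), MYH7B and MYL2 passed over the list alone, and of these 2 only MYH7B did over all genes. MYL2 stood at 16.8 ± 5.78 and 4.23 ± 0.0913 scaled TPM (SD, n = 2), 3.96-fold lower with the MYH7b_sp virus. The cardiac stress list (12 genes) had a median of -0.51 and an adjusted camera p-value of 0.749, and a median of 0.01 after scaling. The interferon response list (14 genes) had a median of -0.08 (adjusted camera p-value 0.152) on deposited TPM and 0.37 (adjusted camera p-value 0.0167) after scaling. Against the other tested genes camera placed it higher in both fits, and of these 2 fits it passed 0.05 only after scaling. With no filter on low values it passed on deposited TPM too (adjusted camera p-value 0.0313). Without MYH7b_sp replicate 2 the medians of the myosin and TEAD, cardiac stress and interferon lists were -0.23, 0.04 and 0.43.

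These list results depended on the test. On deposited TPM, fry and camera with an estimated correlation put no list past 0.05: the smallest adjusted p-values were 0.556 and 0.824. After scaling, fry put only the sarcomere list past it (adjusted p-value 0.0272), with 0.125 for the heat shock list, and camera with an estimated correlation put none past it (smallest adjusted p-value 0.319).

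**Figure D3:**
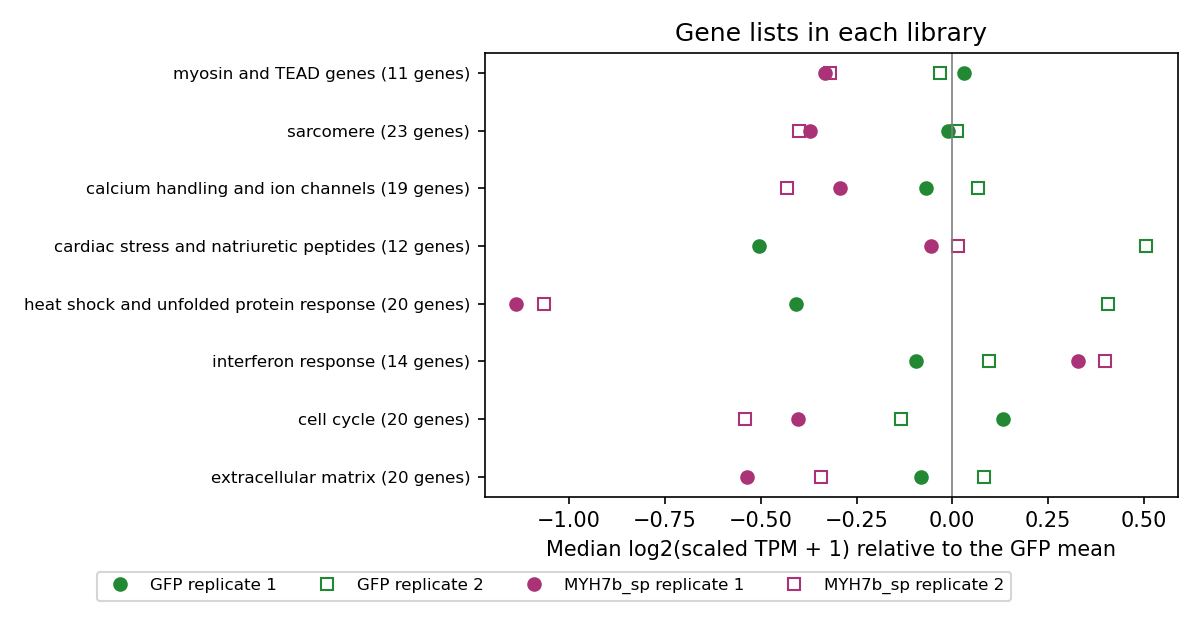
Median over each gene list of log2(scaled TPM + 1) relative to the mean of the GFP libraries (x axis, log2 units) in each library. The heat shock and unfolded protein response list stood at -1.14 and -1.07 in the MYH7b_sp libraries, and at -0.41 and 0.41 in the GFP libraries.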

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

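The counts of genes on deposited TPM depended on how the ribosomal RNA in MYH7b_sp replicate 2 was handled. The number of genes past the threshold (75 as reported, 40 higher and 35 lower) was 0 under median-of-ratios scaling, 0 under quantile normalization, 0 under scaling to the protein-coding total and 0 under median-of-ratios scaling with the replicate block. In those fits 2336, 2360, 2436 and 2051 genes had an unadjusted p under 0.05. Median-of-ratios scaling with protein-coding genes only gave 98 genes, 67 of them higher and 31 lower. In simulated data with the same dilution and a true log2 change of 2 the scaling raised the recovery of changed genes from 0% to 60.5%. MYH7B had a larger change and a smaller standard error after scaling (5.87 and 0.45, against 5.33 and 0.96), yet its adjusted p-value in limma rose. The fit on deposited TPM pooled the spread across genes, while the scaled fit leaned more on each gene's own few libraries. The loss of the MYH7B call thus does not reflect a smaller effect. Why no gene at all passed in the scaled fit was not tested further. A pseudocount of 0.1 gave 124 genes (61 higher, 63 lower), no filter on low values gave 3 (0 higher, 3 lower) and a minimum mean TPM of 5 gave 32 (17 higher, 15 lower). Rescaling without MYH7B and mitochondrial genes gave 52, with 26 higher. An unadjusted p under 0.05 gave 671. The cause was not tested for the pseudocount and the filters.

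With the replicate block, 102 genes passed (52 higher, 50 lower), of which 68 were among the 75. The replicate numbers share no stated batch, and deviations of same-numbered libraries from their group means had a correlation across genes of 0.0258 on deposited TPM and 0.0373 on scaled TPM; all 4 libraries come from 1 cell line. The numbers thus did not pair the libraries, and the block says nothing about the strength of an effect. With it the sarcomere, calcium handling and extracellular matrix lists had an adjusted camera p-value of 0.159 each, with medians as reported (-0.94, -0.85 and -0.98). The block left the difference in the MYH7 share at -7.11 percentage points.

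The MYH7B rise kept its direction in every fit. Its adjusted p-value passed 0.05 on deposited TPM, and was 0.185 with no filter on low values (log2 fold change 5.33), 0.098 under median-of-ratios scaling (5.87), 0.099 under quantile normalization (5.93), 0.082 under the protein-coding total (5.98) and 0.085 under median-of-ratios scaling with the block (5.87). It was 0.0021 under median-of-ratios scaling of protein-coding genes only (5.87). Over all settings with a test, the adjusted p-value ranged from 3e-09 to 0.185. Across the 4 fits that each left out one replicate the log2 fold change ranged from 4.64 to 6.02. The lower share of MYH7 ranged from -10.5 to -3.71 percentage points in the same way.

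The authors' deposited count of 799 genes was 431 at an adjusted p-value under 0.01 and 334 with an absolute log2 fold change of at least 1. The Spearman rho with the deposited fold changes (0.965) was 0.973 with a pseudocount of 0.1, 0.934 with no filter, 0.987 at a minimum mean TPM of 5, 0.982 under median-of-ratios scaling with or without the block, 0.963 without MYH7B and mitochondrial genes, 0.961 under quantile normalization, 0.98 under the protein-coding total and 0.99 for scaled protein-coding genes. It ranged from 0.838 to 0.895 across the 4 fits that each left out one replicate.

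Under fry the adjusted p-value was 0.556, and under camera with an estimated correlation 0.824, for each of the 5 lists past the threshold: heat shock (median -1.65), sarcomere (-0.94), calcium handling (-0.85), cell cycle (-0.98) and extracellular matrix (-0.98). A pseudocount of 0.1 took the calcium handling list to a median of -0.92 and an adjusted p-value of 0.062. The estimated correlations on deposited TPM were 0.53 to 0.96, since the dilution of 1 library moves most genes together; after scaling the heat shock list had 0.64 and the sarcomere list -0.01.

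Across the 4 fits that each left out one replicate the list medians ranged from -1.59 to -0.27 for sarcomere, from -1.58 to -0.19 for calcium handling, from -1.55 to -0.32 for cell cycle, from -1.54 to -0.44 for extracellular matrix, from -1.11 to 0.045 for cardiac stress and from -0.72 to 0.43 for interferon response. These medians and the values of single genes below include the shift of all tested genes, whose median was -0.47 on deposited TPM, -0.01 under median-of-ratios scaling, -0.04 under quantile normalization and 0.07 under the protein-coding total. A change of sign in these scaled fits is thus built into the scaling for values near or above -0.47, and does not show that the order against other genes changed. The interferon list reversed to 0.050 with no filter and 0.37 under median-of-ratios scaling (with the block, and for protein-coding genes only, too). It reversed to 0.30 under quantile normalization and 0.47 under the protein-coding total. In each of these settings it passed the threshold, with adjusted camera p-values from 0.00536 to 0.0313. The cardiac stress list reversed to 0.010 under median-of-ratios scaling (likewise with the block and for protein-coding genes), 0.041 under quantile normalization and 0.10 under the protein-coding total, without passing the threshold.

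MYH6 reversed to 0.069 under the 3 median-of-ratios fits, 0.25 under quantile normalization and 0.16 under the protein-coding total. TEAD3 reversed to 0.28, 0.34 and 0.38 under the same settings and to 0.39 without MYH7b_sp replicate 2, with a range from -0.90 to 0.39 across the 4 fits that each left out one replicate. Among the other values of the 18 named genes besides MYH7B, in settings with a test, 106 kept their direction and stayed on their side of the threshold, 72 no longer passed it and 1 newly did. The fits that left out a library have no test. In them 68 other values kept their direction, with shifts within the spread between replicates. A further 3 kept theirs too, with shifts equal to that spread as printed. The spread is built from the same shifts, so none could exceed it and the comparison decides nothing.

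Of the 36 genes past the threshold that were listed at 0 in both libraries of a group, 10 are in the authors' deposited table, with mean normalized counts from 1.73 to 38.2 (median 6.73). For 6 of the 10 this lies under 10.4, the smallest mean count with an adjusted p-value there, so these rest on few reads. For the genes outside that table no counts were used here, and TPM keeps no read depth. Fits that left out a library have an arm of 1 and give no count of genes.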

Other observations

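The tests of ribosomal RNA, of dilution, of HSPA6, of GC content and of transcript length within each pair of libraries were chosen after the values they measure had been seen. Those of the endoplasmic reticulum genes, immediate early genes and p53 targets were chosen after the pattern they address. Their own values as lists had not been seen then. The endoplasmic reticulum genes were, however, already part of the reported heat shock and unfolded protein response list. The tests of transcript length between the groups and of other splits were chosen before their values had been seen.

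Ribosomal RNA relative to protein-coding TPM stood at 0.0952%, 1.23% and 1.64% in GFP replicate 1, GFP replicate 2 and MYH7b_sp replicate 1, and at 116% in MYH7b_sp replicate 2. Small nucleolar RNAs (156 genes), which are short and have no poly-A tail, did not rise with it. Their median in that library lay at -1.12 (log2) against the other 3 once TPM was scaled to protein-coding genes, with 55 of 156 higher. Many of them are listed at 0 there, but their summed TPM relative to protein-coding TPM, 0.18%, also lay within the 0.11% to 0.191% of the others. This argues against division by short transcript lengths as the whole source. Small nuclear RNAs, which are also short, did rise, to 1.21% of TPM there against 0.0881% to 0.233% in the others. Transcript length thus stays open in part. The small nucleolar RNAs also go against incomplete poly-A selection, which stays open as a candidate source because of other RNAs. In a further list of 13 tested RNAs without a poly-A tail, such as RN7SK, RN7SL1 and RNU1-1, 12 were higher there, with a median excess of 4.74 (log2). The virus itself stays open: MYH7b_sp replicate 1 had 1.34 times the ratio of GFP replicate 2, and 2 libraries per virus are too few to decide.

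Other splits of the 4 libraries were compared with the real one. On deposited TPM, 2 of the 3 splits gave as many genes past the threshold as the real one, itself included: the split by replicate number gave 142 genes and the remaining split 50, against 75. With 3 splits the share cannot fall under 0.05. On scaled TPM the counts at an unadjusted p under 0.05 were 2336 for the real split, 352 and 282 for the others. For scaled protein-coding genes, 98 genes passed an adjusted p-value of 0.05 in limma in the real split and 0 in each of the others, which had 157 and 169 genes at an unadjusted p under 0.05. The other splits mix the viruses within each arm, so a difference between the viruses adds to the spread there and lowers the calls. Their scaled counts therefore do not show how many calls would arise without a virus effect.

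The heat shock genes differed most where a reader would look for the control. HSPA6 stood at 589 TPM in the lower GFP library and near 1 in both MYH7b_sp libraries. Dilution of MYH7b_sp replicate 2 is argued against, since the fixed list of 20 genes also lay at -1.14 in MYH7b_sp replicate 1 (scaled log2 against the GFP mean), below GFP replicate 1 at -0.41. The 10 chaperones and co-chaperones in that list, HSPD1 and HSPE1 of the mitochondria among them, had a scaled median log2 fold change of -2.71. They are the same 10 genes that passed over the list alone after scaling, so this restates that result. A stress of protein folding that includes the endoplasmic reticulum is argued against too: the 10 genes of the endoplasmic reticulum response had a median of -0.17 (camera p-value 0.37). They are the other 10 members of the list, none of which passed over the list alone after scaling. The lowest of them, HERPUD1 at -0.72, changed less than each of the 10 chaperones and co-chaperones. That comparison partly restates the same list result. A stress of protein folding outside the endoplasmic reticulum is not addressed by these genes and stays open. Immediate early genes, which handling at harvest can raise, had a median of -0.54 with 11 of 12 lower (camera p-value 0.0123, fry p-value 0.536). Their median in GFP replicate 1 (-0.60 against the GFP mean) was no higher than in the MYH7b_sp libraries (-0.57 and -0.46), so harvest stress stays open for GFP replicate 2 and has less in its favour for GFP replicate 1. A hypothesis is that the GFP virus or its cultures may have raised a heat shock response, so that these genes report on the control rather than on MYH7b_sp. An uninfected library would be needed, and an effect of MYH7b_sp stays open as well, untested.

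Outside the rule for named genes, and chosen after their values were seen, SCIN, MMP12, GLIPR1 and GBP1 were among the larger rises for scaled protein-coding genes, with log2 fold changes of 3.73, 3.12, 2.61 and 2.27 and adjusted p-values in limma from 0.0021 to 0.0103. PURPL, a noncoding RNA known as a p53 target, rose by a scaled log2 fold change of 2.39 (adjusted p-value 0.098 in limma). A candidate explanation for part of these rises is p53 activity. Of 20 p53 target genes, 16 were higher after scaling, with a median of 0.27 (camera p-value 0.000679, adjusted over 4 lists 0.00136; fry p-value 0.292). The list lay at 0.35 and 0.29 in the MYH7b_sp libraries and at -0.24 and 0.24 in the GFP libraries, so GFP replicate 2 is close to them. In 10 of the 20 genes both MYH7b_sp libraries lay above both GFP libraries, where chance gives 16.7% of genes and the genes of a list move together. FAS, GDF15, BAX and DDB2 rose by 1.24, 1.55, 0.56 and 0.58 (log2; unadjusted p-values in limma of 0.00338, 0.0347, 0.0224 and 0.0394), while MDM2 and CDKN1A had unadjusted p-values of 0.89 and 0.40. The tests disagree and the spread between the GFP libraries keeps this open.

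Transcript length and GC content were weighed against the group difference in 13435 protein-coding genes. Of 2152 genes at an unadjusted p under 0.05 after scaling, 93.1% stayed under it once a length trend was removed from each library, and 88.4% did once a GC trend was removed. This argues against either trend as the whole cause. The number of genes past 0.05 after adjustment went from 98 to 91 and to 61; which genes were lost was not examined. The group difference had a Spearman rho across genes of 0.171 with GC content and 0.00202 with length. The difference between the 2 GFP libraries followed transcript length with a Spearman rho of 0.218 across genes, and that between the 2 MYH7b_sp libraries with 0.0284, which argues against length as the source for the MYH7b_sp pair; for the GFP pair the size of the trend leaves this open. With GC content, rho was 0.362 for the MYH7b_sp pair (replicate 2 minus 1) and -0.141 for the GFP pair, and the source of these trends was not tested.

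In the authors' deposited table, 5 genes past 0.05 had a test statistic over 1.5 times the ratio of the shrunken fold change to its error, HSPA6 and HSPA7 among them. HSPA6 has a deposited log2 fold change of -0.88 with a statistic of -9.49, while the ratio of its scaled mean TPM gives -10.00. For DNAJB1 the deposited value is -1.22 and the ratio gives -4.34. A ranking of that table by fold change would place these genes far below HSPA1A, which has -3.64 there and -4.80 from scaled TPM.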
